# NRG4-ErbB4 signaling represses proinflammatory macrophage activity

**DOI:** 10.1152/ajpgi.00296.2020

**Published:** 2021-04-07

**Authors:** Michael A. Schumacher, Isabella C. Dennis, Cambrian Y. Liu, Cache Robinson, Judie Shang, Jessica K. Bernard, M. Kay Washington, D. Brent Polk, Mark R. Frey

**Keywords:** colitis, colon, ErbB4, macrophage, NRG4, TNF

## Abstract

Macrophages are critical mediators of intestinal defense and homeostasis. However, uncontrolled proinflammatory macrophage activity may contribute to chronic conditions such as inflammatory bowel disease. Currently, the regulatory feedback mechanisms restraining proinflammatory cytokine production in activated macrophages are not well understood. The ErbB4 receptor tyrosine kinase is induced on macrophages by proinflammatory stimulation, and chronic ErbB4 activation with its ligand NRG4 drives macrophage apoptosis after 2 days. However, the impact of endogenous NRG4/ErbB4 signaling on macrophage function remains untested. Using bone marrow-derived ErbB4-null or NRG4-null macrophages, we tested the hypothesis that NRG4/ErbB4 signaling inhibits proinflammatory cytokine production. We found that deletion of either the receptor or its ligand resulted in elevated proinflammatory cytokine expression in classically (IFNγ/LPS) activated cells, compared with activated cells generated from wild-type littermates. NRG4 was induced by IFNγ/LPS activation in wild-type macrophages, and exogenous treatment with NRG4 led to a reduction in *Tnf, Cxcl1,* and *Il1b* expression within 24 h. RNA sequencing of ErbB4^myeKO^ macrophages showed elevated expression of major regulators of inflammatory skewing (*Sik2*) and cytokine transport (*Trim16*). In vivo, ErbB4^myeKO^ mice subjected to acute DSS colitis showed exaggerated disease, and ErbB4 myeloid knockout in the IL 10-KO chronic colitis model accelerated disease onset. Taken together, these findings demonstrate that NRG4/ErbB4 signaling in macrophages restrains the proinflammatory tone of these cells and is an important limiting regulator of colitis severity. These results highlight a previously unknown feedback mechanism by which growth factor signaling in immune cells prevents runaway inflammation and chronic disease.

**NEW & NOTEWORTHY** Proinflammatory macrophages are essential drivers of colitis and express the growth factor receptor ErbB4. This study tested the role of ErbB4 and its specific ligand, NRG4, in regulating macrophage function. We show that endogenous NRG4-ErbB4 signaling limits macrophage production of proinflammatory cytokines in vitro and limits colitis severity in vivo and thus is a potential target for therapeutic intervention.

## Abstract (precis)

Proinflammatory macrophages are essential drivers of colitis and express the growth factor receptor ErbB4. This study tested the role of ErbB4 and its specific ligand, NRG4, in regulating macrophage function. We show that endogenous NRG4-ErbB4 signaling limits macrophage production of proinflammatory cytokines in vitro and limits colitis severity in vivo and thus is a potential target for therapeutic intervention.

## INTRODUCTION

Inflammatory bowel disease (IBD) is a chronic illness affecting the gastrointestinal tract that presents with relapsing inflammatory injury. The underlying causes of IBD are not fully understood, but aggressive immune cell responses feature prominently (1). In particular, innate immune cells play a central role in initiating inflammation in the intestinal tract (2–4). Macrophages, for example, are recruited to sites of tissue injury where they release cytokines and chemokines that target potential pathogens while concurrently amplifying further immune activity (5). These cells exist along a continuum of functional states spanning from one extreme of anti-inflammatory activity that can also promote repair and tissue maintenance, to proinflammatory activation that mediates pathogen clearance (6). Activity of these cells, including cytokine production, at sites of injury is essential for preventing infection. However, their responses must also be appropriately limited as excessive inflammatory damage to tissue potentiates injury or induces chronic disease (7, 8).

ErbB receptor tyrosine kinases (EGFR, ErbB2, ErbB3, and ErbB4) are a class of growth factor receptors that are necessary for the maintenance of tissue homeostasis in the gut, and are dysregulated in IBD (9–13). Although they have historically been studied as epithelial trophic factors, recent work has shown that these receptors are also expressed on innate immune cell populations including macrophages, dendritic cells, and neutrophils. Several groups have identified anti-inflammatory effects of neuregulin (NRG)/ErbB signaling, with reported attenuation of inflammatory injury in heart (14, 15), lung (15), stomach (16), and colon (17, 18), although the precise mechanisms mediating these outcomes are not fully understood.

We previously reported that ErbB4 is specifically induced in proinflammatory (but not anti-inflammatory) macrophages (18). Treatment with its ligand NRG4 promotes macrophage apoptosis within 2 days and attenuates experimental colitis. However, the acute functional roles for endogenous ErbB4 signaling in macrophages and how these influence colitis have not been identified. To address this important knowledge gap, we used mice with a myeloid-specific deletion of ErbB4 and subjected them to in vitro and in vivo analysis. Here, we report that ErbB4 in macrophages suppresses proinflammatory cytokine production. Through RNA sequencing, we show that ErbB4 deletion in these cells drives a proinflammatory expression profile. Loss of macrophage ErbB4 exacerbated the severity of experimental colitis and promoted macrophage accumulation in tissue. Together, these results suggest an anti-inflammatory mechanism where ErbB4 signaling limits excessive cytokine production through feedback inhibition. Treatment with the ErbB4-specific ligand NRG4 can potentiate this effect and further limit cytokine production during resolution of inflammation. As inflammatory injury is a prominent feature of IBD and macrophages are central to potentiating disease severity, identifying ways to limit cytokine production in these cells may allow for the development of macrophage-specific targets to treat IBD.

## MATERIALS AND METHODS

### Animal Experiments

All animal use was approved and monitored by the Children's Hospital Los Angeles Institutional Animal Care and Use Committee (Animal Welfare Assurance A3276-01). Mice were housed under standard conditions with ad libitum water and chow access in the AAALAC-accredited animal care facility at Children’s Hospital Los Angeles. C57Bl/6J mice obtained from Jackson Laboratory aged 8–12 wk were used for experiments. Mice with a myeloid-specific deletion of ErbB4 (LysMCre/ErbB4^FF^; referred to as ErbB4^myeKO^) (15) were generated by crossing LysMCre animals (Strain 004781, Jackson Laboratory) with mice harboring LoxP-flanked ErbB4 (ErbB4^FF^) (19). ErbB4^myeKO^ and ErbB4^FF^ littermate controls were used for experiments. NRG4-KO mice were obtained from the Mutant Mouse Resource and Research Centers (Cat. No. MMRRC:011746-UCD) and back-crossed onto C57Bl/6 for >10 generations. Experimental mice were bred from NRG4-het parents to allow for NRG4-KO and NRG4-WT littermate controls. For acute colitis, mice were given 3% (wt/vol) dextran sodium sulfate (DSS, Affymetrix) in drinking water for 6 days (injury phase), followed by 6 days of DSS withdrawal (recovery phase). For chronic colitis, ErbB4^myeKO^ were mated to IL10-KO mice to generate mice that spontaneously develop immune-mediated colonic inflammation. Both male and female littermates were used for mouse experiments.

### Real-Time PCR

RNA from cells and tissue was collected using on-column RNA isolation and purification (Omega Bio-tek), and cDNA generated with a high-capacity cDNA reverse transcriptase kit (Applied Biosystems, 4368814). Quantitative analysis of expression was performed using TaqMan assays [*Hprt* (Mm03024075_m1), *Tnf* (Mm00443258_m1), *Il1b* (Mm00434228_m1), *Ifng* (Mm01168134_m1), *Cxcl1* (Mm04207460_m1), *Il4* (Mm00445259), Il6 (Mm00446190_m1), *Il10* (Mm01288386_m1), *Il12* (Mm00434169_m1), *Arg1* (Mm00475988_m1), and *Nrg4* (Mm00446254_m1)] on an Applied Biosystems StepOne Thermocycler. Fold change was calculated using the 2^−ΔΔCt^ method (20). Results are expressed as average fold change in gene expression relative to control or nontreatment group using HPRT as the reference gene.

### Immunohistochemical Staining

Colonic Swiss rolls were prepared from ErbB4^myeKO^ mice and ErbB4^FF^ littermate controls and fixed with 4% paraformaldehyde overnight. Sections (5 µm) were blocked with 10% goat serum for 1 h at room temperature and incubated with primary antibody against F4/80 (Caltag Laboratories, MF480-15) overnight at 4°C. Sections were then washed with DPBS, permeabilized with DPBS Triton X-100 (0.2%) for 1 h, and incubated with secondary goat anti-rat conjugated to HRP (Vector Laboratories) for 1 h at room temperature. Sections were incubated with diaminobenzidine (Vector Laboratories) followed by hematoxylin counterstain and Permount mounting.

### ELISA

Fecal lipocalin-2 levels in distal colon fecal contents were analyzed using the Mouse Lipocalin-2 DuoSet ELISA (R&D Systems, DY1857) according to manufacturer-provided instructions. TNF and CXCL1 levels from BM-Mɸ conditioned media were analyzed after 24-h activation using Mouse TNF DuoSet ELISA (R&D Systems, DY410) or Mouse CXCL1 DuoSet ELISA (R&D Systems, DY453). NRG4 levels in BM-Mɸs and epithelial isolates of colonic tissue were analyzed using the Mouse NRG4 ELISA Kit (Novus Biologicals, NBP2-76763).

### Bone Marrow-Derived Macrophages

Isolated bone marrow from mice was incubated with filtered CMG14–12 conditioned media (1:20) containing M-CSF to generate bone marrow-derived macrophages (BM-Mɸ) as previously described (21, 22). Adherent cells were washed at 3 days and refed with M-CSF containing media until experimentation at *days 7–8*. Cells were replated at a density of 100,000/mL. For M1 polarization, cells were pretreated with 100 U/mL IFNγ for 16 h and then stimulated with 100 ng/mL LPS from *Escherichia coli* 0111:B4, purified by gel-filtration chromatography (Sigma, St. Louis, MO; Cat. No. L3012). For M2 polarization, cells were stimulated with 20 ng/mL IL-4 (Gibco, Waltham, MA; PMC0046). BM-Mɸs were collected at the time point indicated for each experiment post-LPS or IL-4 treatment. For some experiments, cells were incubated with 100 ng/mL NRG4 (Reprokine) for the time indicated in respective experiments.

### RNA Sequencing and Analysis

RNA isolated from M1-activated macrophages (from 6 ErbB4^myeKO^ and 6 ErbB4^FF^ littermates) was barcoded using Illumina index primers and sequenced on a NextSeq machine to obtain single-ended reads of 75 bp length to a depth of ∼10 M reads/sample. Data are publicly available through the NCBI Gene Expression Omnibus (GSE168070). FASTQ files were pseudoaligned using kallisto (23) to the mouse transcriptome to obtain transcript per million (tpm) abundance estimates. Tests for genotype-driven differential expression were performed in sleuth (24) and were linearly adjusted for litter and sex covariates. To compare pathway enrichment, transcript abundances were summed to obtain a per-gene expression value, which was then inputted into GSEA (25). Enrichment of interferon pathways was identified using the “Hallmark” database of targets (26). Specific tests for enrichment of M1 macrophage signals were performed using the GSEA algorithm against an M1 gene set profile containing gene symbols: CCL20, CCL5, CCR7, CXCL10, CXCL13, CXCL2, CXCL3, IFNG, IL12A, IL12B, IL1A, IL23A, IL27, IL6, IRF5, PTGS2, SOCS3, and TNF. Plots were generated in R.

### Western Blot Analysis

Cellular proteins from activated macrophages were isolated in modified RIPA buffer (11) containing Halt Protease Inhibitor Cocktail (Thermo Scientific, 1861278) and phosphatase inhibitor cocktails (Sigma, P5726 and P0044). Protein concentration was determined by DC assay (Bio-Rad, 500). Ten micrograms of protein/condition was separated by SDS-PAGE (Thermo Scientific, NW0412A) and transferred to nitrocellulose membranes, which were blocked with 5% nonfat powdered milk in Tris-buffered saline plus 0.1% Tween-20 and probed with rabbit anti-Stat5b (1:1,000; Cell Signaling, 34662) or mouse anti-actin (1:10,000; Sigma, A1978) overnight at 4°C, followed by washing and HRP-conjugated secondary antibodies (1:2,500; Cell Signaling 7074 and 7076) for 1 h at room temperature. Labeled blots were washed, incubated with ECL detection reagent (Thermo Fisher, 32132), scanned on a C-Digit (LI-COR), and quantitated in ImageStudio (LI-COR) software.

### Statistical Methods

Statistical analyses and plots were generated using Prism (GraphPad Software). Means ± SE is depicted in bar graphs. Student’s *t* test or ANOVA with Tukey post hoc test to correct for multiple comparisons was used to determine statistical differences, as appropriate. Statistical significance was assigned to *P* < 0.05.

## RESULTS

### ErbB4 Deletion in Macrophages Results in Elevated Proinflammatory Cytokine Production in Vitro

Previous studies showed that neuregulin/ErbB signaling in macrophages can reduce tissue inflammation in intestine, heart, and lung (14, 15, 18). However, the receptor specificity and cellular mechanisms of these effects are not fully understood. We have previously shown that sustained treatment of proinflammatory macrophages with the ErbB4-specific ligand NRG4 induces apoptosis over time (18). However, the acute regulatory role of ErbB4 in these cells has yet to be tested. To understand the impact of ErbB4 on cytokine production, we generated bone marrow-derived macrophages (BM-Mɸs) from mice with a myeloid-specific deletion of ErbB4 (LysMCre/ErbB4^FF^; referred to as ErbB4^myeKO^) (15) and ErbB4^FF^ littermate controls. BM-Mɸs were stimulated with interferon (IFN-γ) and lipopolysaccharide (LPS) (so-called “M1” activation, an artificial but experimentally useful classification) or interleukin (IL)-4 (“M2” activation) for 6 h. M1-activated macrophages rapidly produce inflammatory cytokines following sensing of LPS by toll-like receptor 4 on the cell surface.

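For bulk RNA sequencing, BM-Mɸs came from 6 ErbB4 myeKO mice and 6 ErbB4 FF mice, 1 of each from 6 litters, and all 12 cultures were pretreated with 100 U/mL IFN-γ for 16 h and then stimulated with 100 ng/mL LPS for 6 h. The authors pseudoaligned single-ended reads to the mouse transcriptome with kallisto and deposited tpm (TPM) abundance estimates, which scale the transcripts of every library to the same total, for the transcripts marked as principal isoforms by the APPRIS annotation, 28808 transcripts of 22243 genes. These transcripts held between 60.4% and 71.4% of the TPM of all transcripts in the libraries labelled ErbB4 myeKO (median 61.1%) and between 59.0% and 74.7% in those labelled ErbB4 FF (median 62.6%). TPM carry no read depth, but across 6210 transcripts the authors' deposited means of normalized counts related to TPM and transcript length, so that 1 TPM of a transcript of 2 kb stood for about 12.0 normalized estimated counts. TPM were summed per gene, and log2(TPM + 0.5) of the 8780 genes with a mean of at least 1 TPM was fitted with limma, with litter as a block and Benjamini-Hochberg adjustment. Log2 ratios are given within each litter, from the library labelled ErbB4 myeKO to that labelled ErbB4 FF, and single genes were also tested by a two-sided exact permutation test over the 64 ways of swapping the genotypes within litters, which gives no p below 0.0312.
Erbb4 (ENSMUSG00000062209, chromosome 1 of GRCm38, 68032186 to 69108059 in GENCODE M21) was 0.583 ± 0.242 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 0.450 ± 0.132 TPM (SD, n = 6) in those labelled ErbB4 FF. The library labelled ErbB4 myeKO was the higher of the pair in 4 of 6 litters (exact permutation p = 0.250), and Erbb4 lay below the 1 TPM filter. Its TPM covers the whole transcript and not the floxed exon alone. In LysMCre mice the recombinase is inserted in Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), which was 5305 ± 1985 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 8277 ± 3445 TPM (SD, n = 6) in those labelled ErbB4 FF. In litters 1 to 5 the log2 ratio of Lyz2 lay between -1.20 and -0.81, whereas in litter 6 it was 1.43 (mean -0.59, exact permutation p = 0.219). With litter 6 left out, the mean log2 ratio of Lyz2 was -0.99. The neighbouring Lyz1, chosen after its values were seen, went the other way, with log2 ratios between 1.41 and 2.18 in litters 1 to 5 and -0.94 in litter 6. As neither Erbb4 nor Lyz2 separated the genotypes in every litter, samples are named by the genotype on their label.

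**Figure D1:**
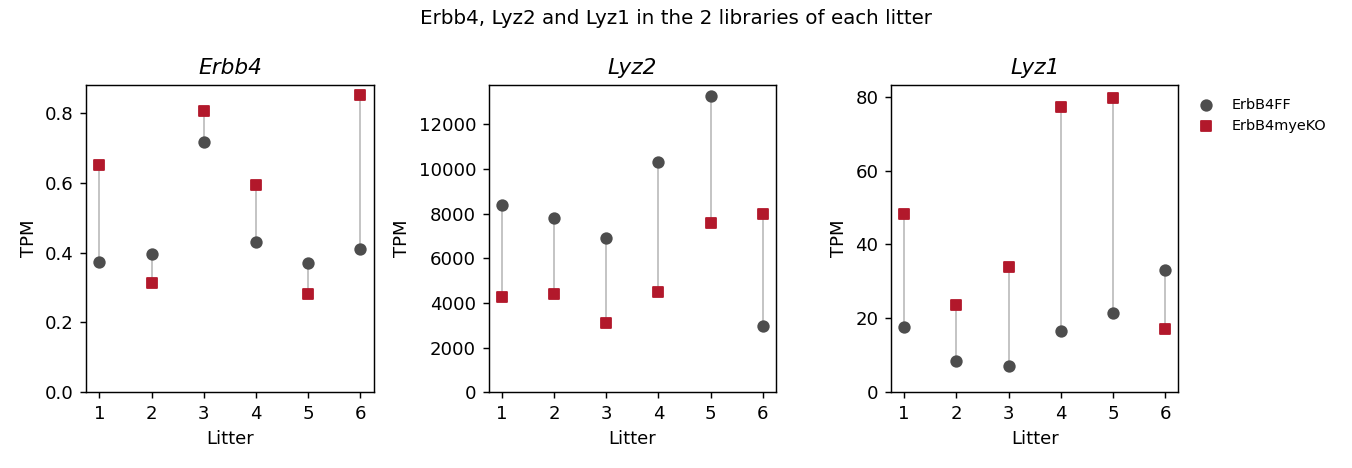
TPM of Erbb4, Lyz2 and Lyz1 (vertical axes) in each of the 6 litters (horizontal axes), with gray circles for libraries labelled ErbB4 FF, red squares for libraries labelled ErbB4 myeKO and a line joining littermates. Lyz2 is lower and Lyz1 higher in the library labelled ErbB4 myeKO in litters 1 to 5, and both go the other way in litter 6.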

To assess the overall effects of ErbB4 loss on cytokine and chemokine production, we performed bulk RNA sequencing on M1-activated BM-Mɸ generated from ErbB4^myeKO^ mice and ErbB4^FF^ littermate controls. 

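Fig. 1*A* plots 25 cytokines, chemokines and receptors, 10 of them drawn as higher in ErbB4 myeKO and 15 as higher in ErbB4 FF BM-Mɸs. The mean log2 ratio over the 6 litters had the direction of the plot for all 25 genes. These directions held under the alternatives to the processing that were tried for these genes, the transcript with the highest mean taken alone included. Dropping the block or the trend, or changing the filter, leaves these means unchanged by design, so those alternatives could not test direction. In all 6 litters, 5 of the 10 and 5 of the 15 went the way of the plot, and 22 of the 25 did so in at least 5 litters. Averaged over the 10 genes, the log2 ratio was 0.93 ± 1.00 (SD, n = 6 litters), from -0.07 in litter 3 to 2.61 in litter 2 (exact permutation p = 0.0625). For the other 15 genes it was -0.31 ± 0.26 (SD, n = 6 litters) and below 0 in 6 of 6 litters (exact permutation p = 0.0312, the smallest the swaps can give). In limma 13 of the 25 genes had an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05, whether adjusted over all 8780 genes (smallest 0.603) or adjusted over the list alone (smallest 0.0793). The list and its directions were drawn from these same samples. The agreement in direction, the permutation p of the list means and the adjustment over the list alone are therefore not independent evidence.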

Hierarchical clustering of a panel of cytokines, cytokine receptors, and binding proteins shows enhanced expression of M1-associated cytokines (Fig. 1*A*), with reduced expression of others. Notably, classically activated ErbB4-deficient macrophages showed enriched expression of the proinflammatory cytokines IL-12, TNF, chemokine (C-X-C motif) ligand (CXCL) 1–3, and IL-6, but diminished expression of chemokine (C-C motif) ligand (CCL) 7 and CCL12, suggesting a specificity to the pattern of cytokine regulation within M1 cells. 

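Il12a (ENSMUSG00000027776, chromosome 3 of GRCm38, 68690644 to 68698547), which encodes the p35 subunit of IL-12, had a mean log2 ratio of 2.24 ± 2.79 (SD, n = 6 litters), higher in the library labelled ErbB4 myeKO in 5 litters and lower in litter 3 (exact permutation p = 0.125). In the libraries labelled ErbB4 FF it was listed at 0 in litters 2 and 4, was under 0.01 TPM in litters 5 and 6 and stood at 6.63 and 27.5 TPM in litters 1 and 3. Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033), the gene of the p40 subunit, was 5038 ± 3315 TPM (SD, n = 6) in libraries labelled ErbB4 myeKO and 2908 ± 3407 TPM (SD, n = 6) in those labelled ErbB4 FF. Its log2 ratio was 1.19 ± 1.39 (SD, n = 6 litters) and above 0 in 6 of 6 litters (exact permutation p = 0.0312). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was 2721 ± 1662 and 2053 ± 1638 TPM (SD, n = 6 each), with a log2 ratio of 0.51 ± 0.68 that was above 0 in 6 of 6 litters (exact permutation p = 0.0312). For Cxcl1, Cxcl2 and Cxcl3, all on chromosome 5, the mean log2 ratios were 1.14 ± 1.17, 1.09 ± 1.42 and 1.26 ± 1.39 (SD, n = 6 litters), above 0 in 6, 5 and 6 litters (exact permutation p = 0.0312, 0.0625 and 0.0312). Il6, also on chromosome 5, had 0.71 ± 0.97 and was higher in 5 of 6 litters (exact permutation p = 0.156).
Ccl7 and Ccl12, neighbours on chromosome 11, had mean log2 ratios of -0.34 ± 0.45 and -0.68 ± 0.68 (SD, n = 6 litters), lower in the library labelled ErbB4 myeKO in 5 and 6 litters (exact permutation p = 0.156 and 0.0312). For each of these 9 genes limma's adjusted p over all genes was 0.603, and each mean was smaller in size than its SD between litters. Litter 2 had the largest change of 8 of the 9 genes, and without it the mean log2 ratio fell to 1.43 for Il12a, 0.75 for Il12b, 0.26 for Tnf, 0.71 for Cxcl1, 0.61 for Cxcl2, 0.77 for Cxcl3 and 0.41 for Il6, and moved to -0.41 for Ccl12. From the rise of some mediators and the fall of others, the paper proposes that the regulation of cytokines in M1 cells is specific in its pattern.

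**Figure D2:**
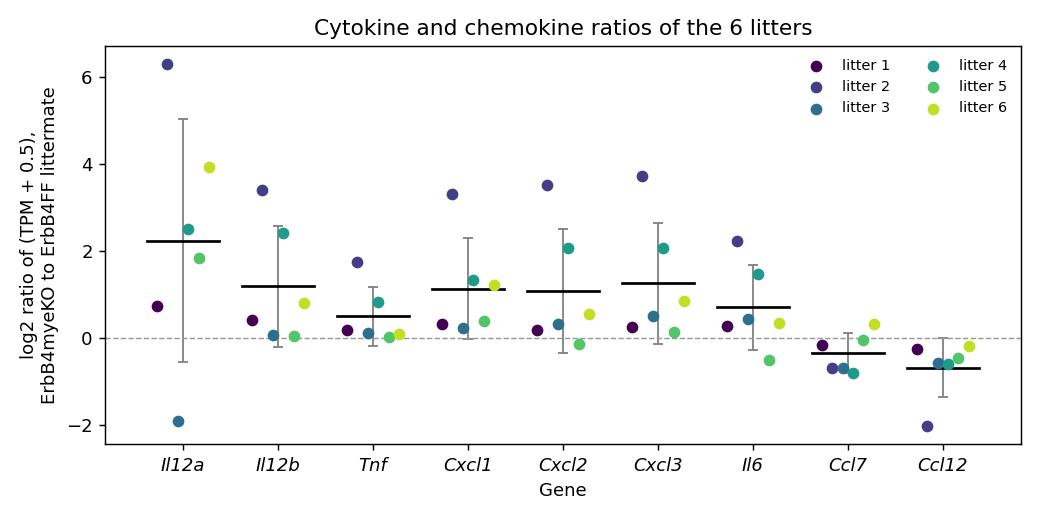
Log2 ratio of TPM + 0.5 in the library labelled ErbB4 myeKO to that labelled ErbB4 FF (vertical axis) for each gene (horizontal axis), with 1 point per litter, a black bar at the mean and gray whiskers of 1 SD (n = 6 litters). Litter 2 lies farthest from 0 for every gene but Ccl7.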

We also detected reduced expression of TNF-related apoptosis-inducing ligand (TRAIL, a.k.a. Tnfsf10) which is involved in apoptosis and macrophage regulation (27). 

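Tnfsf10 (ENSMUSG00000039304, chromosome 3 of GRCm38, 27317028 to 27342427) was 14.4 ± 8.06 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 18.5 ± 10.0 TPM (SD, n = 6) in those labelled ErbB4 FF. Within litters the log2 ratio was -0.33 ± 0.33 (SD, n = 6 litters), about the size of the spread, with the library labelled ErbB4 myeKO the lower of the pair in 6 of 6 litters (exact permutation p = 0.0312). The ratios of litters 3 and 5 were -0.02 each, and limma's adjusted p was 0.603 (standard error 0.13).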

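The paper's M1 gene set has 18 genes, of which 16 passed the filter and 2, Cxcl13 and Ifng, did not. Genes were ranked by the signal-to-noise ratio of TPM between the libraries labelled ErbB4 myeKO and those labelled ErbB4 FF, and the set had an enrichment score of 0.673 (jackknife standard error 0.265 over 6 litters). A score at least as large in size came from 6 of the 64 within-litter swaps (two-sided exact permutation p = 0.0938). The score was 0.386 without litter 2, the largest shift that leaving out a litter gave. On the log2 scale 12 of the 16 genes were higher and 4, Ccl5, Cxcl10, Irf5 and Socs3, were lower in the libraries labelled ErbB4 myeKO. Ccl20 stood at rank 54 of 8780, the highest of the set, but was listed at 0 in the libraries labelled ErbB4 myeKO of litters 3 and 4 and in those labelled ErbB4 FF of litters 1 to 5. Its other values were 3.18, 3.52, 8.40 and 2.05 TPM in the libraries labelled ErbB4 myeKO of litters 1, 2, 5 and 6 and 2.15 TPM in that labelled ErbB4 FF of litter 6. In limma 6 of the 16 genes had an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05 over all genes or adjusted over the list alone (smallest 0.105), which is not independent evidence for the members that Fig. 1*A* also plots.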

Gene set enrichment analysis (GSEA) showed significant enrichment of an M1-associated profile (Fig. 1*B*).

**Figure 1.**
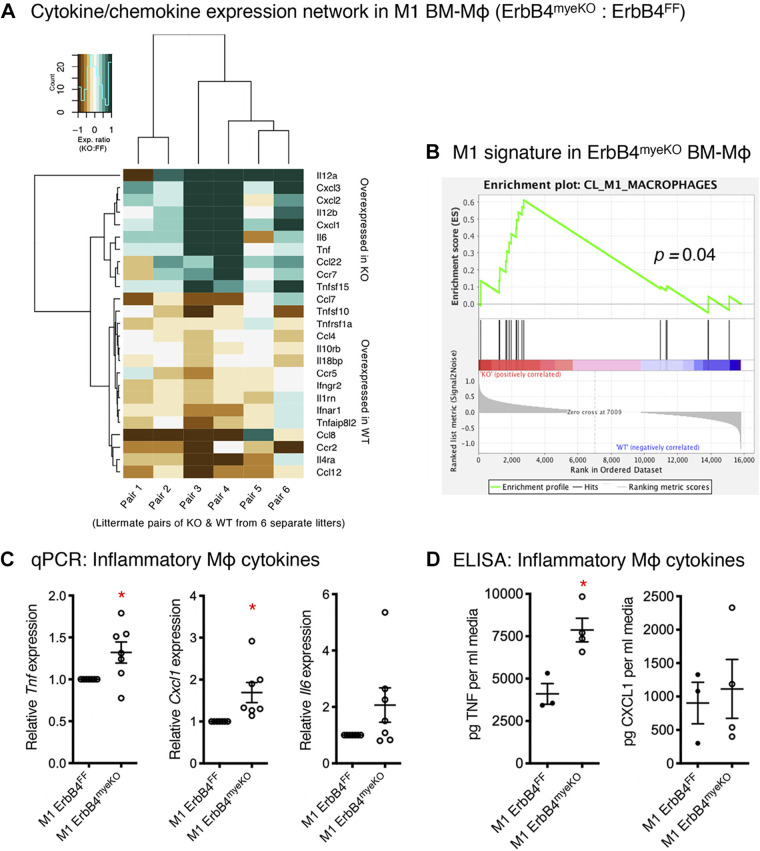
ErbB4 deletion results in enhanced inflammatory profile of activated BM-Mɸs. RNA sequencing on classically “M1”-activated WT and ErbB4-null bone marrow-derived macrophages (BM-Mɸs) was performed. *A*: hierarchical clustering of inflammatory mediators showed distinct changes in patterns of cytokine and chemokine expression networks. Data are generated as relative expression from pairs of ErbB4^myeKO^ and ErbB4^FF^ littermates from six separate litters. *B*: gene set enrichment analysis (GSEA) for M1 markers showed a significant enrichment in proinflammatory gene expression in ErbB4^myeKO^ BM-Mɸs compared with ErbB4^FF^ littermate BM-Mɸs at 6 h postactivation. *C* and *D*: expression of key inflammatory cytokines was assessed by qPCR (*n* = cultures from 7 mice/group) and ELISA (*n* = cultures from 3 or 4 mice/group). *P < 0.05.

To further confirm these findings, we assayed for several classical M1 cytokines by qPCR and found significant inductions of *Tnf* and *Cxcl1*, indicating a higher level of proinflammatory induction within these cells (Fig. 1*C*). To determine whether elevated cytokine expression translated to an increase in secreted cytokines, we performed ELISAs for TNF and CXCL1 on conditioned media from mice. This analysis confirmed elevated TNF production in M1-activated BM-Mɸ generated from ErbB4^myeKO^ mice (Fig. 1*D*). However, increased CXCL1 levels were not observed, suggesting an additional layer of regulation may exist for secretion of this cytokine (Fig. 1*D*). ErbB4 is not expressed on M2-polarized BM-Mɸ (18); as predicted given this observation, analysis of canonical M2 genes, *Arg1*, *Il10*, and *Il4*, in M2-activated macrophages showed no difference between ErbB4^FF^ and ErbB4^myeKO^ BM-Mɸ (Fig. 2*A*). Likewise, in M2-polarized BM-Mɸ from ErbB4^myeKO^ mice, no changes were detected in proinflammatory cytokines *Tnf*, *Cxcl1*, and *Il6*, supporting the finding that ErbB4 activity is restricted to proinflammatory cells (Fig. 2*B*).

**Figure 2.**
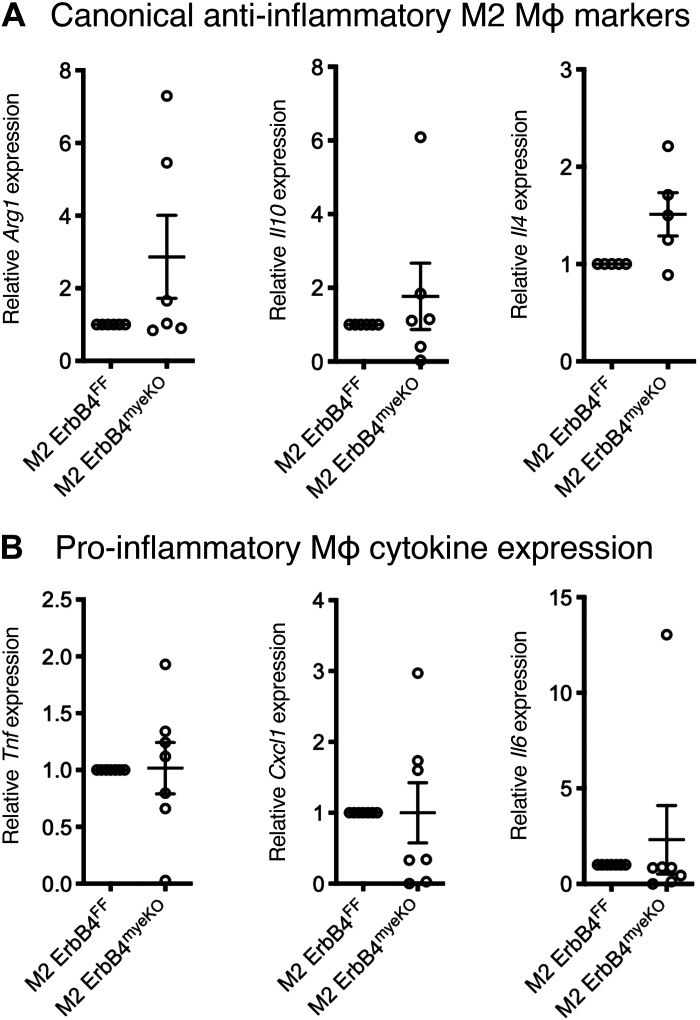
Cytokine production is not altered in “M2” anti-inflammatory BM-Mɸs. BM-Mɸs generated from ErbB4^myeKO^ and ErbB4^FF^ littermates were polarized to an anti-inflammatory M2 state with 20 ng/mL IL-4 for 6 h. Canonical M2 gene expression (*A*) and canonical M1 gene expression (*B*) were assessed by qPCR. *n* = cultures from 4 or 7 mice/group.

### NRG4 Is Induced in Classically Activated BM-Mɸ as an Autocrine Feedback Loop

ErbB4 is induced following proinflammatory activation in macrophages (18). However, the source of NRG4, its selective ligand, has been unclear. In intestinal epithelial cells, inflammatory stimulation results in a loss of NRG4 expression (28). To test its expression in macrophages, we analyzed M1-activated BM-Mɸ and found significant upregulation of NRG4 mRNA and protein, suggesting a potential autocrine feedback mechanism (Fig. 3*, A* and *B*). In colonic epithelial isolates, a comparable level of NRG4 expression level was observed when compared with activated BM-Mɸ (Fig. 3*B*).

**Figure 3.**
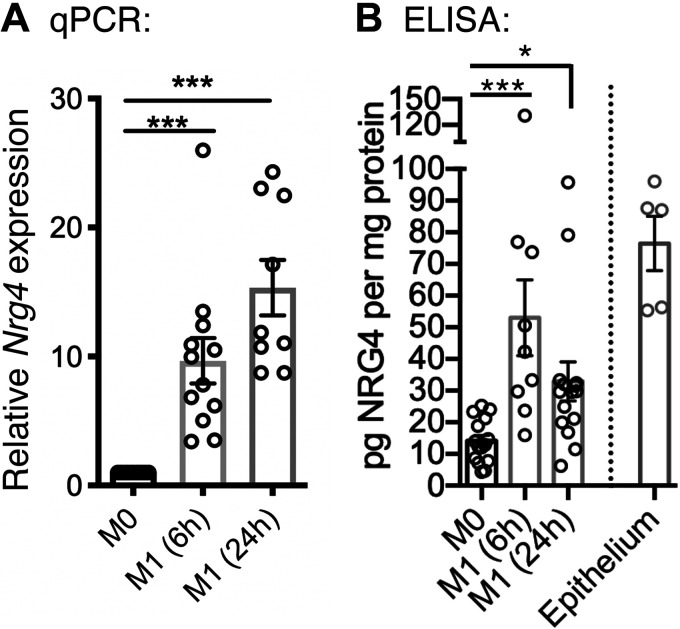
The ErbB4-specific ligand NRG4 is expressed by proinflammatory macrophages. Wild-type BM-Mɸs were activated with IFN-ɣ/LPS; RNA and epithelial isolates were collected at 6 h and 24 h poststimulation. Nrg4 expression was determined by qPCR (*A*) and ELISA (*B*) in BM-Mɸs (*n* = cultures from 9 or 15 mice/group) and epithelial isolates (*n* = 5 mice). *P < 0.05; ***P < 0.001.

To test whether endogenous NRG4 on inflammatory macrophages regulates function, we generated BM-Mɸ from NRG4-KO mice and activated with IFNγ/LPS. As NRG4 is produced as a membrane-bound protein and undergoes proteolytic processing to be shed and potentially regulate activity (29), we analyzed cytokine production in BM-Mɸ acutely at 6 h postactivation and 24 h postactivation. At 6 h, we found no difference in expression of the proinflammatory cytokines *Tnf*, *Cxcl1, or Il1b* by qPCR (Fig. 4*A*). However, by 24 h, we observed a significant increase in *Tnf* expression in NRG4-KO cells relative to wild type (Fig. 4*A*). The anti-inflammatory cytokine *Il10* was not altered at either time point (Fig. 4*A*). These findings suggest that endogenous NRG4 produced by macrophages limits proinflammatory cytokine expression as a negative feedback loop. In wild-type M1-activated macrophages, increased NRG4 levels are sustained over 24 h of activation (Fig. 3), consistent with the idea that ongoing synthesis of NRG4 is needed to achieve a threshold level for suppression of cytokine production.

**Figure 4.**
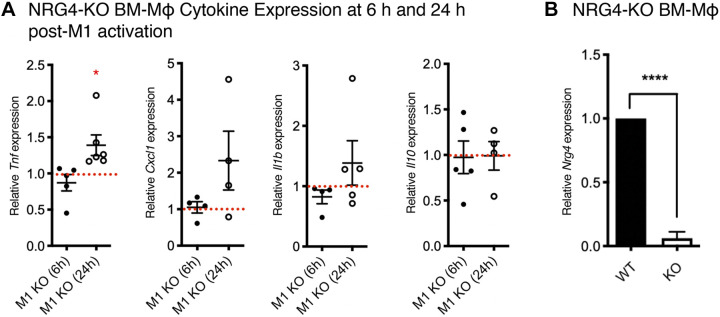
Endogenous neuregulin-4 limits proinflammatory cytokine production in M1 macrophages. Inflammatory gene expression was analyzed by qPCR in BM-Mɸs generated from NRG4-KO mice and wild-type littermates at 6 and 24 h poststimulation. Data are presented relative to wild-type littermates at each respective time point normalized to 1 (indicated by the dashed red line). *A*: at 6 h post-M1 activation, no cytokines are significantly altered in NRG4-KO BM-Mɸs. At 24 h post-M1 activation, *Tnf* expression is significantly elevated. *B*: NRG4 knockout was confirmed in BM-Mɸs by qPCR. *n* = cultures from 4 or 6 mice/genotype, from four separate litters; *P < 0.05; ****P < 0.0001.

### Exogenous NRG4 Treatment Limits Proinflammatory Cytokine Production

Since endogenous NRG4 limits inflammatory cytokine production (Fig. 4), we hypothesized that pharmacological NRG4 treatment will do so as well. To test this, we treated M1-activated wild-type murine BM-Mɸ with recombinant NRG4 (100 ng/mL) for 24 h, followed by qPCR analysis. This concentration of NRG4 has been previously shown to induce optimal ErbB4 phosphorylation in vitro (30) and elicits functional effects in mouse and human macrophage cultures (18). NRG4 provoked a significant decrease in *Tnf* expression (Fig. 5*A*), supporting that the effects observed in NRG4-KO BM-Mɸ may be due to acute ligand-dependent effects. We also observed a significant decrease in *Cxcl1* and *Il1b*, consistent with a generalized reduction in proinflammatory cytokines with exogenous NRG4 treatment (Fig. 5*A*). As TNF is a major driver of disease in IBD and is secreted at elevated levels from ErbB4^myeKO^ BM-Mɸ, we measured TNF secretion in media from NRG4-treated M1 BM-Mɸ and found reduced levels consistent with reduced RNA levels (Fig. 5*B*).

**Figure 5.**
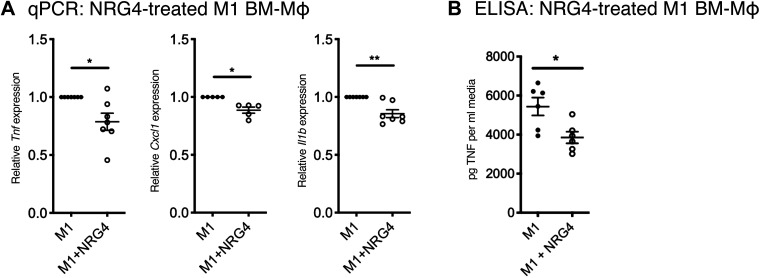
Exogenous neuregulin-4 reduces BM-Mɸ inflammatory cytokine expression. M1 BM-Mɸs derived from C57Bl/6 mice were treated with 100 ng/mL NRG4 for 24 h. *A*: expression of inflammatory cytokines *Tnf, Cxcl1*, and *Il1b* was assessed by qPCR. *B*: TNF in media was measured by ELISA. *n* = cultures from 5 or 7 mice/group. *P < 0.05; **P < 0.01.

### ErbB4 Deletion from Macrophages Exacerbates Experimental Colitis

We previously showed that exogenous NRG4 has anti-inflammatory activity in experimental colitis (17, 18). However, multiple tissues in the colon express the NRG4 receptor, ErbB4, thus making the direct role of ErbB4 in macrophages during colitis unclear.

To test the impact of loss of NRG4/ErbB4 signaling specifically in macrophages during colitis, we used ErbB4^myeKO^ mice. Within immune cells, induction of ErbB4 by challenge is exclusive to proinflammatory macrophages (18); thus, this is functionally a specific knockout for these cells. ErbB4^myeKO^ and ErbB4^FF^ littermate controls were subjected to an acute model of dextran sodium sulfate (DSS) colitis by administration of 3% DSS in drinking water for 6 days to induce injury, followed by 6 days of standard drinking water to allow for recovery. ErbB4^myeKO^ mice lost more weight indicating a more severe course of colitis (Fig. 6*A*). These mice also showed reduced colon length and looser stool consistency after 12 days (Fig. 6*A*). Analysis of fecal lipocalin-2 levels (a sensitive clinical marker of intestinal inflammation (31)) showed that although severity of inflammation was similar at *day 9*, colitis persisted in ErbB4^myeKO^ mice through *day 12* (Fig. 6*A*). Furthermore, in accordance with previous findings showing that ErbB4 signaling promotes macrophage apoptosis, we found elevated numbers of macrophages in ErbB4^myeKO^ colons (Fig. 6*B*).

**Figure 6.**
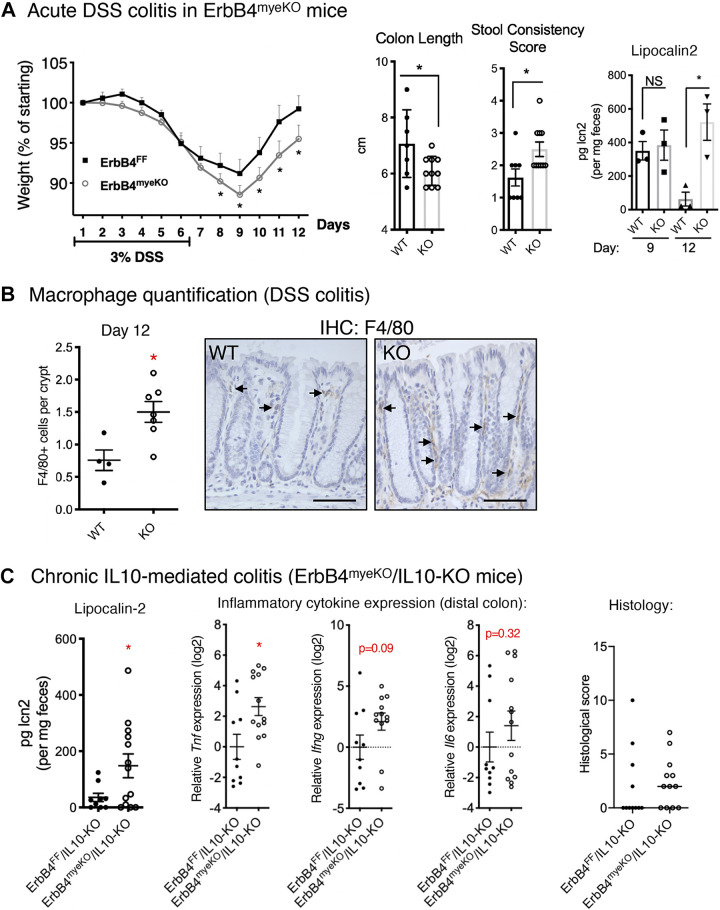
Loss of ErbB4 in macrophages exacerbates acute and chronic models of colitis. *A*: ErbB4^myeKO^ and littermate controls (ErbB4^FF^) were subjected to an acute model of DSS colitis: 3% DSS in drinking water for 6 days followed by 6 days without DSS. Weights of mice were recorded daily; *n* = 12 or 14 mice/group. On *day 12*, colon shortening and stool consistency were measured. To assess clinical severity following recovery, fecal lipocalin-2 content was measured on *day 12*; *n* = 3 mice per group. *B*: colonic sections were stained for the macrophage marker, F4/80, and positive cells were counted within the distal most 100 crypts, as inflammation is most pronounced in the distal region in DSS colitis. WT, ErbB4^FF^; KO, ErbB4^myeKO^. *C*: measures of inflammation are elevated in a chronic immune-mediated experimental colitis model. ErbB4^myeKO^/IL10-KO and littermate ErbB4^FF^/IL10-KO mice were analyzed at 8 wk of age for colitis onset. To assess severity of inflammation, fecal lipocalin-2 content was measured. Expression of inflammatory markers in distal colonic homogenate was analyzed by qPCR and presented as log2-fold changes. Colonic sections were scored for colitis (integrated score of enterocyte loss, hyperplasia, crypt inflammation, and immune cell infiltrate). *n* = 10 or 13 mice/group. *P < 0.05. DSS, dextran sodium sulfate.

To determine the impact of loss of macrophage ErbB4 in a chronic model of immune-mediated colitis where macrophages are a key driver of colitis initiation (2, 3), ErbB4^myeKO^ mice were crossed with IL 10-KO mice, which develop colitis spontaneously. Colons from ErbB4^myeKO^/IL10-KO mice collected at 8 wk of age displayed elevated markers of inflammation onset, including elevated fecal lipocalin-2 and increased *Tnf* expression compared with IL 10-KO littermates (Fig. 6*C*). Expression of *Ifng*, a cytokine involved in mediating colitis in the IL 10-KO model, trended toward increased expression, although this did not meet statistical significance, and expression of *Il6*, a cytokine with both pro- and anti-inflammatory effects in colitis, was not significantly elevated (32). Furthermore, more double knockout mice developed histologically detectable disease by 8 wk (67% of ErbB4^myeKO^/IL 10-KO mice vs. 36% of IL 10-KO littermates), although at this age the mean histological scores of the two groups were not yet significantly different, suggesting that loss of macrophage ErbB4 is acting in the early stages of disease onset.

### Global Analysis of Gene Expression in ErbB4-Deleted M1 Macrophages

To understand the pathways by which ErbB4 may be regulating proinflammatory cytokine production, we returned to an analysis of global gene regulation with our RNA sequencing of M1-activated BM-Mɸ generated from ErbB4^myeKO^ mice and ErbB4^FF^ littermates (Fig. 7). We confirmed in this data set that expression of the macrophage markers *Adgre1* and *CD68* was unchanged, demonstrating that the deletion of ErbB4 did not alter the M-CSF-directed developmental programming of bone marrow progenitors into macrophages (33, 34) (Fig. 7*B*). 

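Adgre1 (ENSMUSG00000004730, chromosome 17 of GRCm38, 57358691 to 57483527), which encodes F4/80, was 881 ± 121 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 873 ± 127 TPM (SD, n = 6) in those labelled ErbB4 FF. Its mean log2 ratio of 0.01 ± 0.20 (SD, n = 6 litters) was smaller than the spread between litters (exact permutation p = 0.875), and limma's adjusted p was 0.963. Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) was 413 ± 97.4 and 446 ± 81.7 TPM (SD, n = 6 each), with a log2 ratio of -0.12 ± 0.35 (SD, n = 6 litters) that was above 0 in 3 litters and below 0 in 3 (exact permutation p = 0.438). Its adjusted p in limma was 0.770. The sign of the Adgre1 ratio changed when litter 2 or litter 4 was left out, to -0.01 and -0.03. With a litter left out the Cd68 ratio stayed below 0, between -0.21 (without litter 5) and -0.03 (without litter 2).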

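Among the 8780 genes tested, 0 had an adjusted p under 0.05 in limma (smallest 0.603). At an unadjusted p under 0.05 there were 721 genes, where 439 are expected by chance and 4 of the 32 splits that swap genotypes within litters, the real one included, gave at least as many. At the unadjusted p of 0.01 used in Fig. 7*A* there were 89 genes, where 87.8 are expected. Of these 89 genes, 38 were higher and 51 lower in the libraries labelled ErbB4 myeKO, a balance that depended on the fit, with more genes higher than lower in limma without trend (48 and 38), without litter 4 (33 and 18), without the filter (61 and 58) and without litter as a block (6 and 2). Without litter as a block, the count at p under 0.01 was 8, the largest change under any alternative. In all 6 litters 423 genes (4.82%) went the same way, against 3.12% expected by chance. Of these, the genes with the smallest p among those higher in libraries labelled ErbB4 myeKO were Tapt1, C1qbp, Tent4b, Ifrd2 and Mvk, with log2 fold changes of 1.31, 0.65, 0.48, 1.07 and 0.98 (standard errors 0.23, 0.11, 0.09, 0.22 and 0.20). Among those lower, they included Hddc2, Gmfg, Plekho1 and Gm11361, at -0.69, -0.36, -0.68 and -1.78 (standard errors 0.13, 0.07, 0.15 and 0.40). These 9 had an adjusted p of 0.603, and Gmfg rose by 0.32 where its most abundant transcript was taken alone.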

Next, we identified a number of altered genes and pathways associated with regulating the inflammatory state of macrophages and cytokine release. 

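Sik2 (ENSMUSG00000037112, chromosome 9 of GRCm38, 50892801 to 51009073) is represented by 1 transcript, ENSMUST00000041375. In litters 1 to 6 it was listed at 0, 0.38, 2.10, 1.90, 0.16 and 0.80 TPM in the libraries labelled ErbB4 myeKO. In those labelled ErbB4 FF it was listed at 0 in litters 1 to 5 and at 0.14 TPM in litter 6. The highest of these values stood for about 44.6 normalized estimated counts, and 97.9% of the transcript's 31-mers also occur in other annotated transcripts of Sik2. On the log2(TPM + 0.5) scale the mean ratio was 1.14 ± 0.98 (SD, n = 6 litters), with the library labelled ErbB4 myeKO the higher of the pair in 5 litters and both at 0 in litter 1 (exact permutation p = 0.0625). The mean is below the 1 TPM filter, and without the filter limma's adjusted p was 0.764. With a pseudocount of 0.1 in place of 0.5 the mean log2 ratio was 2.38. By the log2 ratio of the mean TPM of the groups, 5.21, Sik2 ranked 1 among the 348 transcripts with p under 0.01 in the authors' deposited table (p = 0.00131, q = 0.322). Of the transcripts that have no p in that table, 123 with values above 0 in both groups had a larger ratio, 8 of them with a mean of at least 1 TPM. By the mean log2(TPM + 0.5) ratio it ranked 61 among 15865 genes.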

Interestingly, the highest elevation in expression in ErbB4-null macrophages was in the gene *Sik2*, which codes for a member of the AMP-activated protein kinase (AMPK) family thought to act as a regulator of metabolic processes. Downregulation of this gene enhances anti-inflammatory tone and limits *Tnf* production; thus, an elevated expression of *Sik2* may contribute to the increased proinflammatory tone we observe (35, 36). 

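Trim16 (ENSMUSG00000047821, chromosome 11 of GRCm38, 62820231 to 62850808) has 1 transcript in the table, at 0.53, 0.02, 1.20, 0.22, 0.31 and 0.88 TPM in the libraries labelled ErbB4 myeKO of litters 1 to 6. In those labelled ErbB4 FF it was near 0 in litter 1 and listed at 0 in litters 2, 3 and 5, at 0.32 TPM in litter 4 and at 0.24 TPM in litter 6. The mean log2 ratio was 0.71 ± 0.71 (SD, n = 6 litters), above 0 in 5 of 6 litters (exact permutation p = 0.0938), and 1.63 with a pseudocount of 0.1. Trim16 lay below the filter, its highest value stood for about 28.1 normalized estimated counts, and without the filter limma's adjusted p was 0.764.
Trappc1 (ENSMUSG00000049299, chromosome 11, 69323980 to 69325793) has 2 transcripts in the table. Their sum was 32.5 ± 9.42 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 38.8 ± 17.0 TPM (SD, n = 6) in those labelled ErbB4 FF. Its log2 ratio was -0.20 ± 0.18 (SD, n = 6 litters), below 0 in 6 of 6 litters (exact permutation p = 0.0312), with an adjusted p of 0.603 in limma. The first transcript, ENSMUST00000102601, was near 0 in the libraries labelled ErbB4 myeKO of litters 1, 2, 3 and 6 and at 8.08 and 37.9 TPM in litters 4 and 5. In the libraries labelled ErbB4 FF it ranged from 9.20 to 51.2 TPM, and it was lower in the library labelled ErbB4 myeKO in 6 of 6 litters (log2 fold change -3.97, standard error 0.83). The second transcript, ENSMUST00000102602, moved the other way in 5 of 6 litters (log2 fold change 2.10, standard error 0.78). Of the 31-mers of these transcripts, 98.4% and 88.1% occur in other transcripts of Trappc1.

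**Figure D3:**
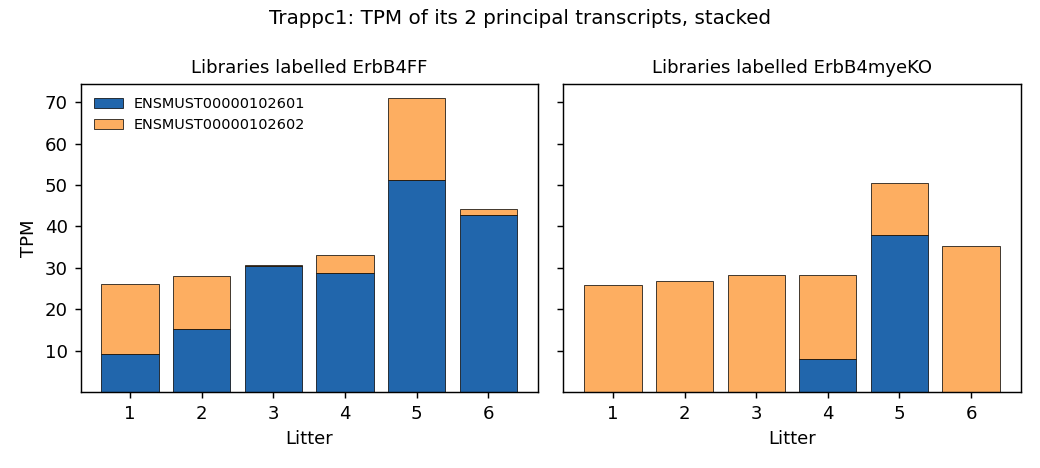
TPM (vertical axis) of the Trappc1 transcripts ENSMUST00000102601 (blue) and ENSMUST00000102602 (orange), stacked, in the libraries labelled ErbB4 FF (left) and ErbB4 myeKO (right) of litters 1 to 6 (horizontal axis). The blue part is smaller in the library labelled ErbB4 myeKO of every litter, while the sum of both changes less in each litter but litter 5, where both transcripts are lower.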

We also found increased expression of *Trim16*, which codes for a protein responsible for IL-1β processing and release (37), and reduced expression of *Trappc1*, a protein transporter elevated in LPS-activated macrophages (38). These findings suggest ErbB4 may directly or indirectly regulate expression of these individual genes leading to reduced proinflammatory activation and altered cytokine expression in activated macrophages.

**Figure 7.**
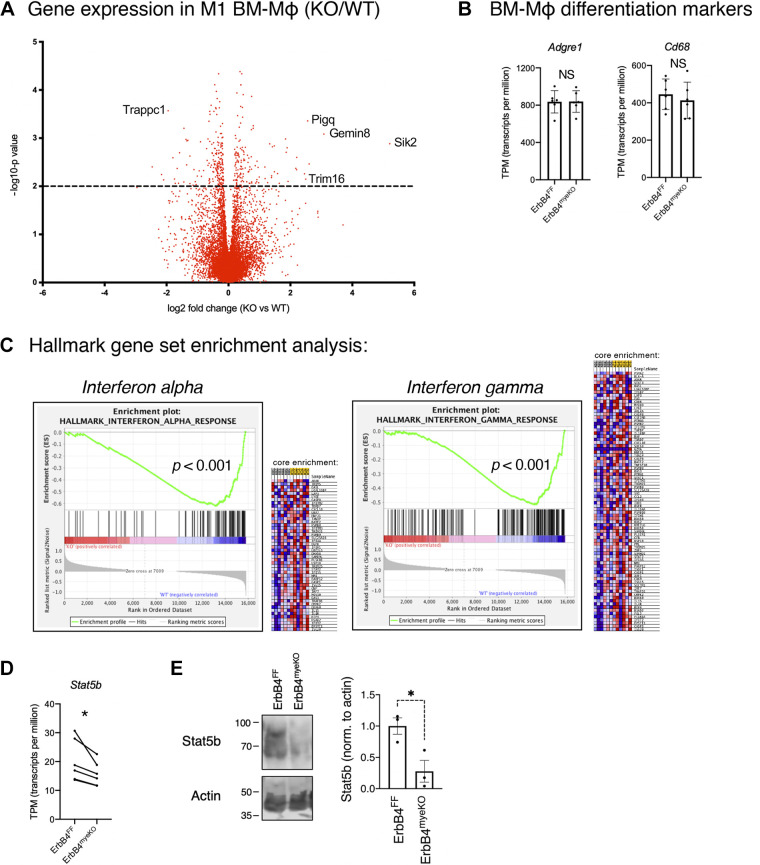
Global gene analysis of ErbB4^myeKO^ M1 BM-Mɸs. Analysis of RNA sequencing on proinflammatory BM-Mɸs generated from ErbB4^myeKO^ and ErbB4^FF^ mice. *A*: volcano plot of genes (at *P* < 0.01) regulated in M1-activated ErbB4^myeKO^ BM-Mɸs (each plotted point indicates the average log_2_ expression of ErbB4^myeKO^ BM-Mɸ compared with ErbB4^FF^ BM-Mɸs). *B*: markers of macrophage differentiation are not altered in ErbB4^myeKO^ BM-Mɸs. *C*: gene set enrichment analysis on hallmark gene sets determined significant loss of interferon α and interferon γ signatures in ErbB4^myeKO^ BM-Mɸs. *D*: Stat5b expression in M1 BM-Mɸs from paired ErbB4^myeKO^ and ErbB4^FF^ littermates. *n* = cultures from six mice per group, litter matched from six separate litters. *E*: Western blot for Stat5b and actin in M1 BM-Mɸs. *n* = cultures from 3 mice/group. *P < 0.05.

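Tested one by one with limma, 10085 transcripts with a mean of at least 1 TPM gave 88 with p under 0.01, where chance gives 100.85. Of the 88, 38 were higher and 50 lower in the libraries labelled ErbB4 myeKO, and more were higher than lower in limma without trend (46 and 39), without litter 4 (30 and 25), without the filter (66 and 59) and without litter as a block (10 and 5). With an adjusted p under 0.05 there were 0 (smallest 0.685), and 678 had an unadjusted p under 0.05. The authors' deposited table of their sleuth comparison covers 11686 transcripts, of which 348 have p under 0.01 (140 higher and 208 lower by mean TPM), where chance gives 116.86, and 0 have q under 0.05 (smallest 0.240). Of these 348 transcripts, 25 had a mean below 1 TPM. Both comparisons gave p under 0.01 for 41 transcripts.
Among the 88, the largest rises were in transcripts of Prkar2b, Pigq, Mcm5, Maged2 and Tapt1 (log2 fold changes 2.41, 2.07, 1.75, 1.70 and 1.31) and the largest falls in transcripts of Trappc1, Igkv1-88, Dgka, Gm11361 and Gng10, where those not given elsewhere were -2.72 for Igkv1-88, -1.83 for Dgka and -1.72 for Gng10. The Pigq transcript ENSMUST00000026823 was 4.40 ± 2.65 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO, whereas in those labelled ErbB4 FF it was listed at 0 in litters 2, 3 and 5 and at 1.41, 1.30 and 1.77 TPM in litters 1, 4 and 6. The other Pigq transcript, ENSMUST00000208043, had a log2 fold change of -0.95 (standard error 0.64), which rests on litter 1, where the log2 ratio was -4.53, and was -0.23 with that litter left out. Of the 31-mers of these transcripts, 96.4% and 98.2% occur in other transcripts of the gene. Summed, Pigq (ENSMUSG00000025728, chromosome 17 of GRCm38, 25926421 to 25944936) had a log2 ratio of 0.13 ± 0.45 (SD, n = 6 litters), above 0 in 4 of 6 litters (exact permutation p = 0.531). Gemin8 (ENSMUSG00000040621, chromosome X, 166170454 to 166190512), the sum of 3 transcripts, was 1.04 ± 0.306 TPM (SD, n = 6) in libraries labelled ErbB4 myeKO and 0.435 ± 0.194 TPM (SD, n = 6) in those labelled ErbB4 FF, below the filter. Its log2 ratio was 0.72 ± 0.31 (SD, n = 6 litters), above 0 in 6 of 6 litters (exact permutation p = 0.0312). The Gemin8 transcript ENSMUST00000130880 carried most of it, with a mean log2 ratio of 1.15 ± 0.53 (SD, n = 6 litters), and 80.7% of its 31-mers occur in the other transcripts of Gemin8.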

To gain a global understanding of pathways regulated by ErbB4, we performed GSEA between ErbB4^myeKO^ and ErbB4^FF^ for hallmark gene sets. Notably, this analysis revealed that loss of type I interferon (α) and type II interferon (γ) signaling in ErbB4^myeKO^ BM-Mɸs were the most significantly altered pathways (Fig. 7*C*). 

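The Hallmark sets were not used here, and enrichment was computed on lists of interferon target genes written by hand. The interferon α list held 99 genes, of which 93 passed the filter, and its enrichment score was -0.575 (jackknife standard error 0.0723 over 6 litters), with 2 of the 64 swaps as large in size (two-sided exact permutation p = 0.0312, the smallest the swaps can give). In the libraries labelled ErbB4 myeKO, 77 of the 93 genes were lower, and the mean log2 ratio of the list was -0.17 ± 0.15 (SD, n = 6 litters), below 0 in 5 of 6 litters. For the interferon γ list, 184 of 199 genes passed, and the score was -0.529 (jackknife standard error 0.0772 over 6 litters), again with the smallest p the swaps can give (two-sided exact permutation p = 0.0312). Of these 184 genes 134 were lower, with a mean log2 ratio of -0.11 ± 0.11 (SD, n = 6 litters). In both lists the mean ratio of litter 5 was slightly above 0, at 0.02 and 0.03. With genes ranked by the paired difference within litters, the exact permutation p was 0.0938 for both lists. Beside these, hand-written lists of NF-κB targets and proliferation markers scored 0.326 and 0.421 (exact permutation p = 0.688 and 0.5). The other Hallmark sets were not scored, so the rank of the interferon lists among pathways was not tested.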

ErbB4 directly promotes Stat activation, a regulator of interferon signaling, in some model systems (39, 40), and our analysis showed reduced Stat5b expression at both the mRNA and protein levels in ErbB4^myeKO^ BM-Mɸs (Fig. 7, *D* and *E*). Thus, our findings indicate a potential role for ErbB4 in macrophages in coordinating interferon signaling via Stat regulation.

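Stat5b (ENSMUSG00000020919, chromosome 11 of GRCm38, 100780731 to 100850724), summed over 2 transcripts, was 16.9 ± 5.06 TPM (SD, n = 6) in the libraries labelled ErbB4 myeKO and 20.8 ± 7.76 TPM (SD, n = 6) in those labelled ErbB4 FF. Within litters the log2 ratio was -0.27 ± 0.22 (SD, n = 6 litters), larger in size than its spread, and below 0 in 5 litters and 0.04 in litter 1 (exact permutation p = 0.0625). In limma the standard error was 0.10 and the adjusted p 0.603. The transcript ENSMUST00000004143, which holds most of the sum, was lower in the library labelled ErbB4 myeKO in 6 of 6 litters (log2 fold change -0.32, standard error 0.09, exact permutation p = 0.0312). Its p in the authors' deposited table was 1.50e-04, with a q of 0.240, the smallest q in that table. Of its 31-mers, 96.3% occur in other transcripts of Stat5b.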

## DISCUSSION

Rapid and aggressive macrophage recruitment and activation following damage or infection in the gut is essential for maintaining tissue health and integrity. However, an overabundance of immune cell recruitment with sustained activity can result in deleterious outcomes such as tissue ulceration, loss of barrier function, and a compromised stem cell niche (41–43). Inflammatory bowel disease (IBD) is characterized by elevated levels of proinflammatory cytokines in the gastrointestinal tract, and excessive cytokine production in intestinal macrophages is a likely contributor to the pathogenesis of IBD (44, 45).

Little is known about the mechanisms restraining macrophage activity once cells have been activated by environmental stimuli (e.g., bacterial LPS and TNF). The most well-studied negative regulator of macrophage inflammatory activation is the anti-inflammatory cytokine, IL-10. Intestinal resident tissue macrophages express high levels of the IL-10 receptor, and deletion of this receptor induces spontaneous colitis (46). Once inflammatory stimuli (e.g., pathogenic bacterial LPS) overcome the activation threshold of intestinal macrophages, they polarize to a proinflammatory state and produce a wave of cytokines to expand the immune response and promote pathogen removal. Excessive cytokine levels are cytotoxic and deleterious to the host, and thus, this response must be tempered in duration and magnitude, but the mechanisms that mediate this regulation are not fully understood (47).

We have previously demonstrated that ErbB4 is induced selectively on proinflammatory (“M1”)-activated macrophages, and sustained incubation with its ligand, NRG4, promotes inflammatory macrophage apoptosis (18). As such, ErbB4 signaling can limit the accumulation of immune cells at sites of infection in the gut. In this work, we extended these findings to understand the role of endogenous NRG4/ErbB4 signaling in a central functional activity of macrophages—cytokine production—through the use of ErbB4-null and NRG4-null models. We report that, before it eventually triggers apoptosis, NRG4/ErbB4 also plays a substantial role in restraining production of key cytokines in proinflammatory macrophages.

Interestingly, we found that the ErbB4-specific ligand, NRG4, is highly induced in M1-activated macrophages. Previous reports showed it is expressed in epithelial and mesenchymal tissues; however, no studies to date have demonstrated expression in immune cells. To understand the role of this ligand on macrophage biology, we tested the effects of both exogenous NRG4 treatment and endogenous NRG4 deletion. Similar to the previous work showing that NRG1 (a nonspecific ligand that can bind both ErbB3 and ErbB4 and activate any of the ErbBs depending on context) limits cytokine production in monocytes (14, 15), we found that acute NRG4 treatment led to a significant reduction in *Tnf*, *Cxcl1*, and *Il1b*. Though the magnitude of these changes was moderate, a sustained moderate shift in cytokine production from macrophages may contribute to disease development in IBD (48). The fact that both NRG1 and NRG4 are capable of reducing cytokine production reinforces the hypothesis that ErbB4 [the only receptor activated by both (49)] signaling in particular controls the inflammatory tone of macrophages. Some ErbB family members such as EGFR can actually enhance inflammatory activity of macrophages or inhibit anti-inflammatory “M2” polarization (16, 50, 51) instead of inhibiting proinflammatory activity as described here for ErbB4. Thus, ErbB signaling may control a network of positive and negative pathways regulating macrophage polarization and function. These opposing functions within the same receptor family underscore the need to understand the role of individual receptors and ligands in these processes.

After inflammatory stimulation, NRG4-null macrophages expressed significantly higher levels of TNF, which suggests that an autocrine feedback loop may serve to prevent overaggressive cytokine responses. Colonic NRG4 is lost in IBD (17) and may reflect a dysregulated NRG4/ErbB4 feedback loop in disease. Thus, macrophage-expressed NRG4 may represent an attempt to compensate for loss of epithelial NRG4 or could be a regulatory mechanism by which the action and target of signaling by this growth factor are localized to specific microenvironments. Since NRG4 can be secreted (52), it will likely act both as an autocrine signal and in a paracrine fashion on locally recruited cells. We speculate this may be a population mechanism to limit excessive inflammatory activation when large numbers of macrophages have been recruited to tissue—a sort of “quorum sensing” but for inflammatory activity. This concept and the signals regulating NRG4 secretion will need to be explored further in subsequent work.

RNA sequencing of M1-activated ErbB4-null BM-Mɸs revealed an overall enhanced inflammatory tone and identified regulation of genes noted for their ability to modulate cytokine production or release. Multiple networks control cytokine production, processing, and release in macrophages. Notably, we identified genes that control IL-10 production (*Sik2*) and genes that regulate cytokine processing and release (*Trim16* and *Trappc1*). These will be important targets for future study in determining if these are directly modulated by loss of ErbB4 or a functional consequence of elevated inflammatory cytokines produced in ErbB4-null macrophages. We also found that ErbB4^myeKO^ macrophages showed reduced expression of *Tnfsf10,* which encodes TRAIL, a well-studied mediator of cellular apoptosis. This suggests that this clearance mechanism may be dysregulated in the absence of ErbB4, thus accounting for the elevated numbers of macrophages observed in DSS experiments (Fig. 6*B*). Another intriguing finding was the loss of type I and type II interferon signatures in ErbB4-null macrophages by GSEA. This is notable as ErbB4 signaling has previously been linked to Stat1 and Stat5 activation (39), both of which act as central regulators of interferon signaling (Stat1: type I and II; Stat5: type I) (53, 54). Roughly, type I interferon (α, β) signaling provides antiviral responses that can limit proinflammatory cytokine production, whereas type II interferon (γ) signaling can promote proinflammatory pathways. It is conceivable that ErbB4, through its interaction with Stat1 and Stat5, provides a checkpoint to modulate interferon signaling, and a balance between type I and type II signaling underlies the phenotypic observations. Future work will need to test the prospect that ErbB4 regulates Stat/IFN signaling in macrophages and address the impact on regulation of cytokine production and apoptosis. It is important to note, however, that studies to date connecting ErbB4 and Stat were performed in nonimmune cells. Thus, further work is necessary to determine whether this mechanism is conserved in macrophages. Taken together, these findings suggest that ErbB4 may control a number of switches within the cell to elicit its effects on cytokine production and macrophage persistence. However, whether this is causal to the enhanced proinflammatory tone of ErbB4^myeKO^ macrophages or a side effect of ErbB4 directly regulating cytokine production remains to be determined.

In summary, our data demonstrate that ErbB4 acts as a regulator of cytokine production in proinflammatory-activated macrophages. The neuregulin/ErbB family limits inflammation in several animal models, and we have previously found that NRG4 limits the severity of acute colitis. This study extends these findings to identify the specific role of acute NRG4/ErbB4 signaling in macrophages and the impact that loss of ErbB4 in macrophages has on acute and chronic colitis. As the neuregulin/ErbB family is dysregulated in IBD, this points to a novel way in which unrestrained signaling may perpetuate inflammation. We have identified a mechanism by which local growth factors limit macrophage activity and thus restrain overaggressive inflammatory responses. Loss of signaling through this receptor may promote an elevated and prolonged inflammatory state in the face of disease. Identifying ways to target this signaling may aid in limiting intestinal inflammation.

## GRANTS

This work was supported by funding from the National Institutes of Health (Grant No. R01DK095004 to M. Frey) and the Crohn’s & Colitis Foundation (Senior Research Award to M. Frey; Research Fellowship Award and Career Development Award to M. Schumacher).

## DISCLOSURES

M. R. Frey and M. A. Schumacher are inventors on a patent held by Children’s Hospital Los Angeles on the possible therapeutic use of NRG4 in intestinal inflammation. None of the other authors has any conflicts of interest, financial or otherwise, to disclose.

## AUTHOR CONTRIBUTIONS

M.A.S. and M.R.F. conceived and designed research; M.A.S., I.C.D., C.R., and J.S. performed experiments; M.A.S., I.C.D., C.Y.L., C.R., M.K.W., and M.R.F. analyzed data; M.A.S., I.C.D., C.Y.L., C.R., and M.R.F. interpreted results of experiments; M.A.S., I.C.D., C.Y.L., and C.R. prepared figures; M.A.S. and M.R.F. drafted manuscript; M.A.S., I.C.D., C.Y.L., J.S., J.K.B., M.K.W., D.B.P., and M.R.F. edited and revised manuscript; M.A.S., I.C.D., C.Y.L., C.R., J.S., J.K.B., D.B.P., and M.R.F. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

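RNA sequencing covered M1-activated BM-Mɸs of 6 ErbB4 myeKO and 6 ErbB4 FF mice, 1 of each from 6 litters, with the genotype and the litter number taken from the sample labels. The sex of the mice is not on the labels, so it was not used as a covariate.

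The authors pseudoaligned the reads with kallisto and deposited values in TPM for transcripts that APPRIS marks as principal, so that the values of a library sum to a part of its TPM over all transcripts. The text of the paper does not name the release of the transcriptome or the version of kallisto. The authors also deposited sleuth's p-value and q-value per transcript, from a test of genotype adjusted for litter and sex, and sleuth's mean of the natural log of normalized estimated counts. The table has 29213 lines for 28808 transcripts, as 405 lines repeat a transcript for another Entrez identifier and were counted once. All 28808 transcripts are in GENCODE M21 (GRCm38) when the version of the identifier is ignored, and 27647 with the same version. GENCODE M21 gave positions and symbols, which also mended 35 gene symbols that had been turned into dates. Of 22243 genes, 4619 have more than 1 transcript in the table.

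Depth per library is not in the table. The number of genes above 0 TPM was between 10214 and 12985 in libraries labelled ErbB4 myeKO (median 12400) and between 10910 and 12830 in those labelled ErbB4 FF (median 12079.5). The authors' deposited mean of the natural log of normalized counts followed the logarithm of TPM times transcript length across 6210 transcripts (r = 0.997 across transcripts, which are not independent replicates), with 5.98 normalized estimated counts per TPM and kb. Precision therefore rests on the spread between litters.

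TPM were summed per gene, 0.5 was added, and log2 values of genes with a mean of at least 1 TPM over the 12 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), with litter as a block and genotype as the effect. The same fit was made for 10085 transcripts. Benjamini-Hochberg adjusted p under 0.05 was the threshold, and counts at an unadjusted p under 0.01 and 0.05 are given beside it. DESeq2 and other models of counts were not used, as the values are not counts. Single genes, lists and scores were tested by exact two-sided permutation over the 64 swaps of genotype within litters, whose smallest p is 0.0312, or over the 32 swaps of 5 litters where 1 was left out, whose smallest p is 0.0625. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

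The pairing of littermates was checked by correlating their log2 values after the mean of each gene had been taken away, and the correlation was between 0.273 and 0.774 in the 6 litters.

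Enrichment followed the GSEA running sum with a weight of 1 and signal-to-noise ranking, in which the SD of a group is at least 0.2 of its mean. The sets were the 18 M1 genes of the paper and, in place of the Hallmark sets, hand-written lists of 99 interferon α and 199 interferon γ targets. Further hand-written lists held 36 NF-κB targets and 12 neutrophil, 16 proliferation, 10 dendritic cell, 10 lymphocyte and 8 erythroid marker genes. The standard error of a score is the jackknife over litters.

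Shared sequence was measured as the percentage of 31-mers of a transcript that occur in another transcript of the same gene, or of another gene, in GENCODE M21.

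Genes named in the text are those that the paper names or plots for the RNA sequencing, the 5 genes with the smallest p among those higher and the 5 among those lower in libraries labelled ErbB4 myeKO that went the same way in all 6 litters, and the 5 transcripts with the largest rise and the 5 with the largest fall among those with p under 0.01. Some results that this rule selects are left out of the text and of the counts of genes named. Any other gene was chosen after its values were seen, and is said to be.

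Before the data were examined, the tests, the sets and these alternatives were chosen: no block for litter, a covariate from 4 Y-linked genes as a stand-in for sex, a pseudocount of 0.1 or 1, no filter or a mean of at least 5 TPM, rescaling by median ratios, limma without trend, each litter left out, the transcript with the highest mean of a gene alone, transcripts above 0 in all 12 libraries, and for enrichment a paired ranking, 100 random splits of the libraries, 1000 random gene sets, camera with a preset correlation of 0.01, fry, and each M1 gene left out. The Y-linked covariate turned out to be nearly equal in littermates. With litter as a block it held only small differences within litters, so it could not adjust for sex.

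The fit was tested on simulated TPM of 8780 genes, 200 of them changed. It recovered 70% of genes changed by a log2 of 1 and 82% of those changed by a log2 of 2, and 9 of its 161 calls (5.59%) were genes that had not been changed. The enrichment step was tested on simulated data with a planted list of 50 genes, each raised by a log2 of 1. It gave this list a score of 0.966 (exact permutation p = 0.0312) and an unchanged list 0.282 (exact permutation p = 0.438). The interferon lists moved by a mean log2 ratio of -0.17 and -0.11, a size at which the step was not tested. Both simulations drew noise independently for each gene, so genes that move together within a litter were not covered.

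Results from qPCR, ELISA, Western blots, M2 cells, colitis and other experiments of the paper are not analysed here, since the table holds M1-activated libraries alone.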

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

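The tests of litter 6, of reads shared between paralogs, of scaling and of the 10 most abundant genes were chosen after the result was seen. In a group of 6 values, a litter stood apart when its gap to the nearest other litter exceeded Dixon's critical share of the range. This held for 8 of 39 groups, where chance gives 1.95.

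The log2 ratio of Lyz2 in litter 6 was 1.43, and its gap to the nearest litter was 0.851 of the range. Lyz1 did the reverse in the same litter, at -0.94 (gap 0.753 of the range), and its mean log2 ratio of 1.36 (standard error 0.39, higher in the library labelled ErbB4 myeKO in 5 of 6 litters, exact permutation p = 0.0625, limma's adjusted p = 0.603) is a change in a gene the paper does not report. Without litter 6 the mean log2 ratios were 1.81 for Lyz1 and -0.99 for Lyz2, with an adjusted p of 0.113 for both, the lowest for either gene under any alternative (up to 1.00). Of the 31-mers of Lyz1 and Lyz2, 34.2% and 32.8% occur in other genes. Reads passing from Lyz2 to Lyz1 are argued against as the source of the lower Lyz2, since the change of Lyz1 in TPM was at most 1.04% of the opposite change of Lyz2 in any litter. As the source of the higher Lyz1, a constant share of the reads of Lyz2 is argued against, since Lyz1 would then follow Lyz2, whereas their log2 ratios had opposite signs in 6 of 6 litters and lay at least 2.26 apart. A share that differs between littermates remains open, as Lyz1 changed by at most 60.7 TPM in a litter, for which few of the reads of Lyz2 would be enough. A difference in scaling between littermates is argued against by the median log2 ratio of the tested genes, which was at most 0.0243 in size in any litter. Lower Lyz2 mRNA from the inserted recombinase remains open, since the exact permutation p over all 6 litters was 0.219. Exchanged labels in litter 6 remain open too. Dda1, chosen after its values were seen, showed the same reversal, with log2 ratios between 2.66 and 5.92 in litters 1 to 5 and -3.68 in litter 6 (exact permutation p = 0.188, limma's adjusted p = 0.603). With litter 6 swapped, limma's smallest adjusted p was 0.0519, against 0.603 for the labels as given. Both go with an exchange. So does the reversal of Lyz2, which was chosen as a check of the genotype before the data were examined. Lyz2 alone cannot decide it, as the cause of its lower level in litters 1 to 5 is open. Lyz1 and Dda1 were picked for this pattern and cannot decide it either. The counts of genes went the other way with litter 6 swapped. They fell from 721 to 377 at an unadjusted p under 0.05 and from 89 to 70 at p under 0.01. Without litter 6, 79 genes had p under 0.01, and 77 of them entered a comparison of direction. Of these 77 genes, 53.2% kept their direction in litter 6. When each other litter was left out in turn this share was between 35.0% and 72.0%, so the share of litter 6 lies inside the range of the others. As the share varied this widely between litters, exchanged and correct labels cannot be told apart by this share.

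The log2 ratios of Cxcl1 and Ccl12 were 3.32 and -2.02 in litter 2, with gaps of 0.637 and 0.774 of the range. Without litter 2 the means were 0.71 and -0.41, in the same directions. Scaling is argued against here as well, given the median ratio of at most 0.0243. In the libraries labelled ErbB4 FF, Cxcl1 was low in litters 2 and 4, at 40.4 and 56.9 TPM, against 80.9 to 1128 TPM in the other litters. Weaker activation of these cultures and an effect of genotype that differs between litters were not tested and both remain open.

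In litter 5, Tent4b had a log2 ratio of 0.83 (gap 0.657 of the range). The gene was named for changing the same way in all 6 litters, and without litter 5 the mean was 0.41. No explanation was tested for it beyond the scaling of litters.

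Litter 5 also held the largest part of TPM on principal transcripts, 714414 TPM in the library labelled ErbB4 myeKO (gap 0.685 of the range) and 747375 TPM in that labelled ErbB4 FF (gap 0.6251 of the range). The 10 most abundant genes took 43.8% and 52.7% of the excess over the median of the other litters, so a few genes account for part of it and the rest remains open. Both libraries of litter 5 share the excess, so a technical batch and a biological difference between litters cannot be told apart.

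In litter 3, the library labelled ErbB4 myeKO had 10214 genes above 0, a gap of 0.633 of the range, and the library labelled ErbB4 FF had 10910, the lowest of its group. There were 596 genes listed at 0 in both libraries of litter 3 and above 0 in at least 8 of the other 10, against 16 to 154 in the other litters. Of the 596 genes, 90.8% had a mean under 2 TPM in the other libraries, which lower depth would give, but the share was 93.8%, 94.0%, 94.7%, 70.1% and 81.2% for litters 1, 2, 4, 5 and 6, so that of litter 3 lies inside their range and depth remains open. The other 55 genes had a mean of at least 2 TPM, up to 201 TPM (Igkc, chosen after its values were seen). No biological explanation was tested.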

How the results depend on the processing

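Most results kept their direction and their side of the threshold. For 30 genes named in the text, 417 of 421 values under an alternative kept the direction, and 27 of the 30 genes did under all of theirs, with adjusted p, where the fit gives one, between 0.113 and 1.00. For 13 transcripts, 182 of 182 values kept direction and side. The directions of the 25 panel genes held under the alternatives tried for them, the transcript with the highest mean taken alone included. Without the block or the trend, or with another filter, a mean ratio cannot change in this paired design. Direction under those alternatives was therefore fixed in advance, although these counts include it. Taking the transcript with the highest mean alone changes only genes with more than 1 transcript. Genes below a mean of 5 TPM have no value under the filter at that mean.

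Leaving out litter 3 gave 1 gene with an adjusted p under 0.05, against 0 with all litters (721 at an unadjusted p under 0.05) and under each other alternative. This gene, Igkv1-88 (chosen after its values were seen), was listed at 0 in both libraries of litter 3 and lower in the library labelled ErbB4 myeKO in the other 5 litters, with a log2 fold change of -3.27 (standard error 0.24, limma's adjusted p = 0.0486) without litter 3 and -2.72 (adjusted p = 0.603) with it. Across the fits that each left out a litter, between 50 and 121 genes and between 55 and 118 transcripts had p under 0.01, against 89 and 88 in all litters. Litters 2 and 4 moved these counts most, to 50 and 51 genes and to 55 transcripts each. Without the pairing of littermates as a block, 8 genes and 15 transcripts had p under 0.01, since the differences between litters then enter the error.

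Adgre1 had a log2 fold change between -0.029 (without litter 4) and 0.087 with a litter left out, and its sign was reversed without litter 2 or litter 4. With a pseudocount of 0.1 the mean log2 ratio was 2.38 for Sik2, 1.63 for Trim16 and 1.13 for Gemin8, as a smaller pseudocount enlarges ratios of values near 0. With the transcript of the highest mean alone, Trappc1 moved from -0.20 to -3.97 and kept its sign. Under the same alternative Gemin8 gave 1.15, Pigq -0.95 and Gmfg 0.32, the last pair with the sign reversed. For Pigq this rests on litter 1, without which the same transcript gave -0.23.

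The M1 score was between 0.386 (without litter 2) and 0.791 with a litter left out. Its p passed 0.05 with random gene sets (0.00300), with camera (6.11e-04) and with Socs3 left out (exact permutation p = 0.0312), and not with the paired ranking (exact permutation p = 0.406), without the filter (exact permutation p = 0.219), with random splits (permutation p = 0.178), with Ccl20 left out (exact permutation p = 0.188) or with fry (0.233). Random gene sets and camera treat genes as nearly independent.

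The interferon α score was between -0.599 and -0.495 and the interferon γ score between -0.525 and -0.427 with a litter left out, nearest 0 without litter 2. With the libraries of litter 6 exchanged, an alternative chosen after seeing the data, the scores were nearer 0, at -0.377 for α and -0.348 for γ, and that of the M1 set was 0.623. With the paired ranking the exact permutation p was 0.0938 for both, and with random splits the permutation p was 0.0495 for α and 0.0594 for γ, for which the cause was not tested. Under camera the p was 6.53e-11 and 1.26e-06. The camera calls of both interferon lists hold under fry (0.0315 and 0.0451) and that of the M1 set does not. With 5 litters the exact p cannot go below 0.0625, so no fit without a litter can pass the threshold. The exact permutation p was at this floor for both interferon lists without each litter, except for γ without litter 3 (0.125), and for the M1 set it was between 0.188 and 0.562.

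Sik2, Trim16, Gemin8 and Erbb4 lie below 1 TPM on average. The highest value of a library stood for about 44.6, 28.1 and 60 normalized estimated counts for the transcripts of Sik2, Trim16 and Erbb4 and for about 9.48 for the Gemin8 transcript ENSMUST00000130880.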

Differences from the paper's values

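For sums over transcripts, the log2 ratio of mean TPM between the groups was -0.26 for Trappc1 against the paper's about -1.9, 0.13 for Pigq against the paper's about 2.6 and 1.26 for Gemin8 against the paper's about 3.1 (Fig. 7*A*, read by eye). Among the alternatives set before the data were examined, taking the transcript with the highest mean alone gave -1.95 for Trappc1 and 3.08 for Gemin8, which fall within the paper's values, and -0.58 for Pigq, which does not. Median-ratio rescaling and leaving out each litter, both on sums, did not close the gap for any of these genes. The other Pigq transcript, ENSMUST00000026823, gave 2.56 on the same scale, near the paper's value. Sik2 and Trim16, each with a single transcript in the table, did not differ from the paper's values on this scale. For every gene read from Fig. 7*A*, a single transcript thus gave a value near the paper's. The differences above arise where transcripts are summed, and the paper's values were recovered from single transcripts.

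The M1 gene set had an exact permutation p of 0.0938 against the paper's about 0.04 (Fig. 1*B*, read by eye). Of the alternatives set before the data were examined, leaving out Socs3 gave 0.0312, near the paper's value, and leaving out Il23a gave the same p. Random gene sets (0.00300) and camera (6.11e-04) passed 0.05 as the paper's value does and lay further below it. The paired ranking, no filter, random splits, fry and leaving out Ccl20 did not close the gap.

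The interferon α and interferon γ lists each had an exact permutation p of 0.0312, the smallest the swaps can give, against the paper's about 0.001 (Fig. 7*C*, read by eye, printed there as an upper bound). Random gene sets (0.000999, the smallest they can give) and camera (6.53e-11 and 1.26e-06) reached that bound. The paired ranking, no filter, random splits and fry did not.

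The paper states that Sik2 had the highest elevation. By the log2 ratio of mean TPM it ranked 1 among the 11686 transcripts with a p in the authors' deposited table. Of the transcripts without a p there, 123 with values above 0 in both groups had a larger ratio, 8 of them with a mean of at least 1 TPM, among them the Prkar2b transcript ENSMUST00000036497 at 9.00 against 5.21 for Sik2. By the mean log2(TPM + 0.5) ratio Sik2 ranked 61 of 15865 genes.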

Other observations

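The tests of Erbb4, of the within-litter splits for genes, of immunoglobulin genes, of reads divided between the Trappc1 and Pigq transcripts and of other cell types were chosen after the result was seen.

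Erbb4 was not lower in the libraries labelled ErbB4 myeKO, with a mean log2 ratio of 0.17 ± 0.29 (SD, n = 6 litters). Transcripts that lost the floxed exon may still give reads, which would leave TPM at the level of the littermate. With 1 value for all exons, this and an incomplete deletion cannot be told apart.

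Of the 32 splits that swap genotypes within litters, the real one included, 6 gave at least 89 genes with p under 0.01 (between 18 and 145 genes over all splits) and 5 gave at least 88 transcripts. The splits with more genes than the real one swapped litter 1, litter 3, litter 5, litters 1 and 5, or litters 3 and 6. At an unadjusted p under 0.05, 4 of the 32 splits gave at least the 721 genes of the real one (between 149 and 864 over all splits), with 735 where litter 3 was swapped, 853 for litter 5 and 864 for litters 1 and 5. In 0 of the 32 splits did any gene have an adjusted p under 0.05. With litter 6 alone swapped, 70 genes had p under 0.01 and 377 had p under 0.05. In that split limma's smallest adjusted p was 0.0519, against 0.603 for the labels as given and 0.402 to 1.00 for the other splits. The counts at p under 0.01 and under 0.05 are therefore of the size that other splits of these libraries give.

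Most 31-mers of the Trappc1 and Pigq transcripts occur in other transcripts of the same gene, with 88.1% as the lowest share of the 4 transcripts, so reads can be given to either transcript, and this remains open as the source of their opposite changes. A switch between isoforms by genotype remains open as well. Over all transcripts with p under 0.01 in the authors' deposited table and other transcripts in the table, the others moved the opposite way for 46.7% of 75, against 57.1% of 3261 further transcripts (Fisher's exact test, two-sided p = 0.0773). No excess was seen, but transcripts outside the table are not covered. For Sik2 and Trim16 the shares were 97.9% and 99.4%, so reads of these genes may have been given to annotated transcripts outside the table, and this cannot be told apart from a change in the mRNA.

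Both the cytokine panel and the interferon lists changed most in litter 2. Over the 6 litters the mean ratio of the 10 panel genes and that of the interferon α list had a Pearson r of -0.812 (exact permutation p = 0.0556) and a Spearman rho of -0.543 (exact permutation p = 0.297), the only relation tested. Without litters 2 and 4 r was -0.466, so the relation rests on those litters and remains open.

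A lower share of other cells as the source of the lower interferon lists was tested with marker lists. Markers of T cells, NK cells and erythroid cells were at most 1.10 TPM (Cd4), against 881 TPM for Adgre1, which argues against these cells. Immunoglobulin genes were higher, with a mean of 168 TPM for Igkc, and the 59 that passed the filter had a mean log2 ratio of 0.68 ± 1.33 (SD, n = 6 litters, exact permutation p = 0.219), from -0.20 in litter 4 to 3.29 in litter 6. As this spread exceeds the mean, cells of the B lineage remain open. For neutrophils and dendritic cells the smallest exact permutation p over both filters and rankings was 0.0938, for a higher score of 2 dendritic cell markers. Neutrophil markers lay between 0 TPM (Retnlg) and 373 TPM (Lcn2), and Lcn2 is also made by activated macrophages. Dendritic cell markers lay between 0 TPM (Siglech) and 13.3 TPM (Xcr1). As both lists hold low and higher values, small shares of these cells remain open. An effect of genotype on interferon targets remains among the open explanations.

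Without the filter and with the signal-to-noise ranking, the enrichment scores of the further lists were 0.292 for NF-κB targets (exact permutation p = 0.719), -0.336 for neutrophil (1.00), 0.410 for proliferation (0.469), 0.342 for dendritic cell (0.812), 0.275 for lymphocyte (0.938) and 0.405 for erythroid markers (0.562), each by exact permutation over 64 swaps. With the filter and the same ranking, where fewer genes of most lists remain, they were 0.326 for NF-κB targets (0.688), 0.539 for neutrophil (0.531), 0.421 for proliferation (0.5) and 0.849 for dendritic cell markers (0.219), so the sign of the neutrophil score depended on the filter. For NF-κB targets the p was 0.0183 under camera and 0.463 under fry, higher in the libraries labelled ErbB4 myeKO in both.

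Several other values were not set against a claim above. Litter and not genotype set the first principal component (38.6% of the variance), with both libraries of litter 5 at 74.5 and those of litter 3 at -58.5 and -41.3. Nrg4 and Il4 were listed at 0 in all 12 libraries. For Nrg4 the deposited values cover 2 of 13 annotated transcripts, so reads of the others are not seen. The paper measured a rise of Nrg4 by qPCR and ELISA in activated wild-type BM-Mɸs (Fig. 3). These zeros differ from that result but do not show that the gene was silent. Stat5a had a mean log2 ratio of -0.26 (exact permutation p = 0.0938, limma's adjusted p = 0.603). The Y-linked genes Ddx3y and Eif2s3y were above 9 TPM in both libraries of litters 1 to 4 and near 0 in both of litters 5 and 6, so littermates were alike in them. The Prkar2b transcript ENSMUST00000036497 was at most 0.031 TPM in the libraries labelled ErbB4 FF and 0.061 to 5.42 TPM in those labelled ErbB4 myeKO, while the sum of Prkar2b had a log2 fold change of 0.36 (standard error 0.19, limma's adjusted p = 0.618).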
